A study of Mus musculus with 8 samples. Its data were reported in "SATB1 preserves CD4+ T-cell fidelity and establishes Treg function in antitumor immunity" (2026).

How the data were processed

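RNA was measured by sequencing in 8 libraries of splenic CD8+ T cells from C57BL/6 mice. CD8+ T cells are the cytotoxic lineage of T lymphocytes, and SATB1 is a nuclear protein that binds DNA and organises chromatin in T cells. The series describes the mice as carrying floxed *Satb1* alleles with the *E8I-cre* transgene, a recombinase driver active in mature CD8 lineage cells. The sample labels state the genotype only as WT or KO and the time only as day 0 or day 5, and each of the 4 groups holds 2 libraries, numbered 1 and 2 in the labels. Genotype and day were taken from those labels and from nothing else. The culture condition of the day 5 cells beyond the word cultured is not stated by the labels. The methods of the study describe stimulation with anti-CD3e and anti-CD28 antibodies and then IL-2. For an exhaustion condition the antibody stimulation was prolonged. Which of these applied to the day 5 cells, if either, is not stated. Per the labels, the libraries were made from Trizol-extracted total RNA with an NEBNext Ultra RNA kit. The methods of the study instead name purified mRNA as the input of the libraries, and the Ultra II version of the kit.

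The authors deposited a table of raw read counts per gene symbol for each library, together with the summary lines of the counting program. Per the methods of the study, reads were aligned to the mouse genome (mm10) with HISAT2 and counted with HTSeq. Those methods do not name *E8I-cre* mice or these CD8+ libraries, and were taken to apply to them. The annotation and the strand setting of the counting were not stated. The counts were not normalized and libraries were not pooled. The counting program set aside reads that aligned to more than 1 place, so genes with near-identical copies were counted from their unique reads only, and values for members of families such as the T-cell receptor gamma constant genes, the *Ifi200* and *Ifitm* clusters, the granzymes and the *Serpina3* and *Serpinb1* groups are uncertain to that extent.

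Each table listed 48321 gene symbols, of which 34404 had a count in any library. For coordinates, exon overlap, GC content and exon length, symbols were matched to GENCODE M21 (GRCm38, the assembly also called mm10); 46394 matched directly and 46991 when older or newer symbols were allowed. Total counts assigned to genes ranged from 4170126 to 11117971 per library. A group of 2 libraries gives a standard deviation on 1 degree of freedom, so the SE of a fold change was derived from the model below. It is the absolute log2 fold change divided by the square root of the F statistic of the test. This is an approximation, and it is not reliable for genes with almost no counts in a group. A count of 3 was taken as the smallest a library can show, and a fold change against a group with no library above 3 counts is given as a lower bound computed against that floor. Floors and counts cover counting error only, since reads were not marked by molecule.

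Differential expression was tested with edgeR 4.0.16 in R 4.3.3. All 8 libraries entered a single quasi-likelihood fit with a mean per group, trimmed mean of M-values (TMM) factors and the default filter on low counts (minimum count 10), which left 12597 genes. The common biological coefficient of variation was 15.0%. The comparisons were KO against WT at day 0, KO against WT at day 5, day 5 against day 0 in each genotype, and the genotype by day interaction (the KO against WT log2 fold change at day 5 minus that at day 0). P-values were two-sided and were adjusted by the Benjamini-Hochberg method (FDR) over the 12597 genes, and genes with FDR under 0.05 were called. CPM values were computed on the TMM-scaled library size and are given as mean ± SD. Gene sets were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over 6 tests.

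The groups, comparisons, alternatives and gene lists were fixed before the data were examined. The lists held 61 genes in all, of which 54 were tested. Besides *Satb1* and listed genes, genes were named by rule: for each comparison, the 5 with the largest log2 fold change in each direction among those called, with at least 10 CPM in the higher group and, in comparisons of groups, no overlap between replicates. Genes without an assigned name were counted and not named, and a listed gene that is included in the counts is not reported here. Genes named outside this rule are identified as chosen after their values were seen.

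The alternatives were DESeq2 size factors within edgeR, scaling by library totals only, no filter on low counts, at least 5 CPM in 2 libraries, only the 4 libraries of a comparison, the replicate number as a block, the edgeR 4 form of the quasi-likelihood method, the edgeR exact test, DESeq2 1.42.0, a minimum change of 2-fold, exclusion of *Xist*, *Tsix* and Y-linked genes, an inter-gene correlation of 0.05, adjustment over the listed genes alone, and leaving out each library in turn. Added after the data were seen were a replicate block within genotype, an offset per library for GC content and exon length (loess span 0.3, available for 99.1% of tested genes), thinning of each library to 4170126 counts, and exclusion of genes with at least 50% of their exon length inside exons of the other strand. The pairing by replicate number comes from the sample titles. They do not say whether the same number means the same animal.

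The fits were tested on simulated counts drawn with a single mean per gene over the 4 groups and the sizes of these libraries. Changes were put into KO at day 5 only. The simulated data thus held no change with culture, unlike these libraries. With 200 genes changed 2-fold, the quasi-likelihood test recovered 46.5% in the day 5 genotype comparison and 22.0% in the interaction. With 200 genes changed 3-fold it recovered 73.0% and 52.5%. The calls on unchanged genes numbered 5 of 98 and 12 of 56 in the 2-fold simulation, 19 of 165 and 7 of 112 in the 3-fold simulation, and 3 and 1 where no gene was changed. The share of unchanged genes among calls was thus above the nominal level of 0.05 in each simulation with changed genes. Each was a single run, so these shares are rough.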

Results

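CD8+ T cells of the WT and KO genotypes were profiled before culture (day 0) and after 5 days in culture, with 2 libraries per group. Gene count totals were 5334783 and 4223381 for WT at day 0, 11117971 and 5120244 for KO at day 0, 6180044 and 4170126 for WT at day 5, and 5843985 and 5654813 for KO at day 5. Replicate 1 of KO at day 0 was therefore the deepest library. Reads assigned to genes made up between 21.2% and 24.5% of all records in a library. The 10 genes with the most counts held between 5.87% and 6.81% of a library.

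Libraries of the same group were the most alike. Across genes, the Pearson correlation of log2 CPM was between 0.975 and 0.980 for the 4 pairs within a group, between 0.966 and 0.974 for the 8 pairs of the same day and other genotype, and between 0.795 and 0.813 for the 8 pairs of the same genotype and other day. The first principal component carried 80.9% of the variance and the second 5.20%. Counts of replicates differed by more than sampling noise in each group, with a chi-square per degree of freedom between 4.69 and 9.40, so each library was kept as a separate replicate.

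The targeted gene was examined first. *Satb1* lies on chromosome 17 at 51736187 to 51833290 (GRCm38, minus strand). Its expression was 97.8 and 91.6 CPM in the WT day 0 libraries, 144 and 125 CPM in the KO day 0 libraries, 96.5 and 116 CPM in the WT day 5 libraries, and 56.5 and 62.3 CPM in the KO day 5 libraries. The group means were 94.7 ± 4.43 CPM (SD, n = 2) for WT and 134 ± 13.7 CPM for KO at day 0, and 106 ± 13.7 CPM for WT and 59.4 ± 4.12 CPM for KO at day 5. At day 0 the log2 fold change of *Satb1* was 0.51 (SE 0.15), which did not pass the threshold (FDR 0.125, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). That adjustment is over all genes. Taken alone, as the target gene fixed beforehand, *Satb1* had an unadjusted p of 0.00434 in the edgeR quasi-likelihood test. At day 5 *Satb1* was lower in KO, with a log2 fold change of -0.84 (SE 0.15, FDR 0.0162, same test and adjustment in edgeR). The offset for GC content and exon length moved the day 0 value the most, to 0.35. At day 0 the gene-level count thus runs against the genotype label, and the groups are called the libraries labelled KO from here on. Directions at day 0 rest on that label. The count tables hold no values by exon, so loss of the floxed exons was not analysed here.

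**Figure D1:**
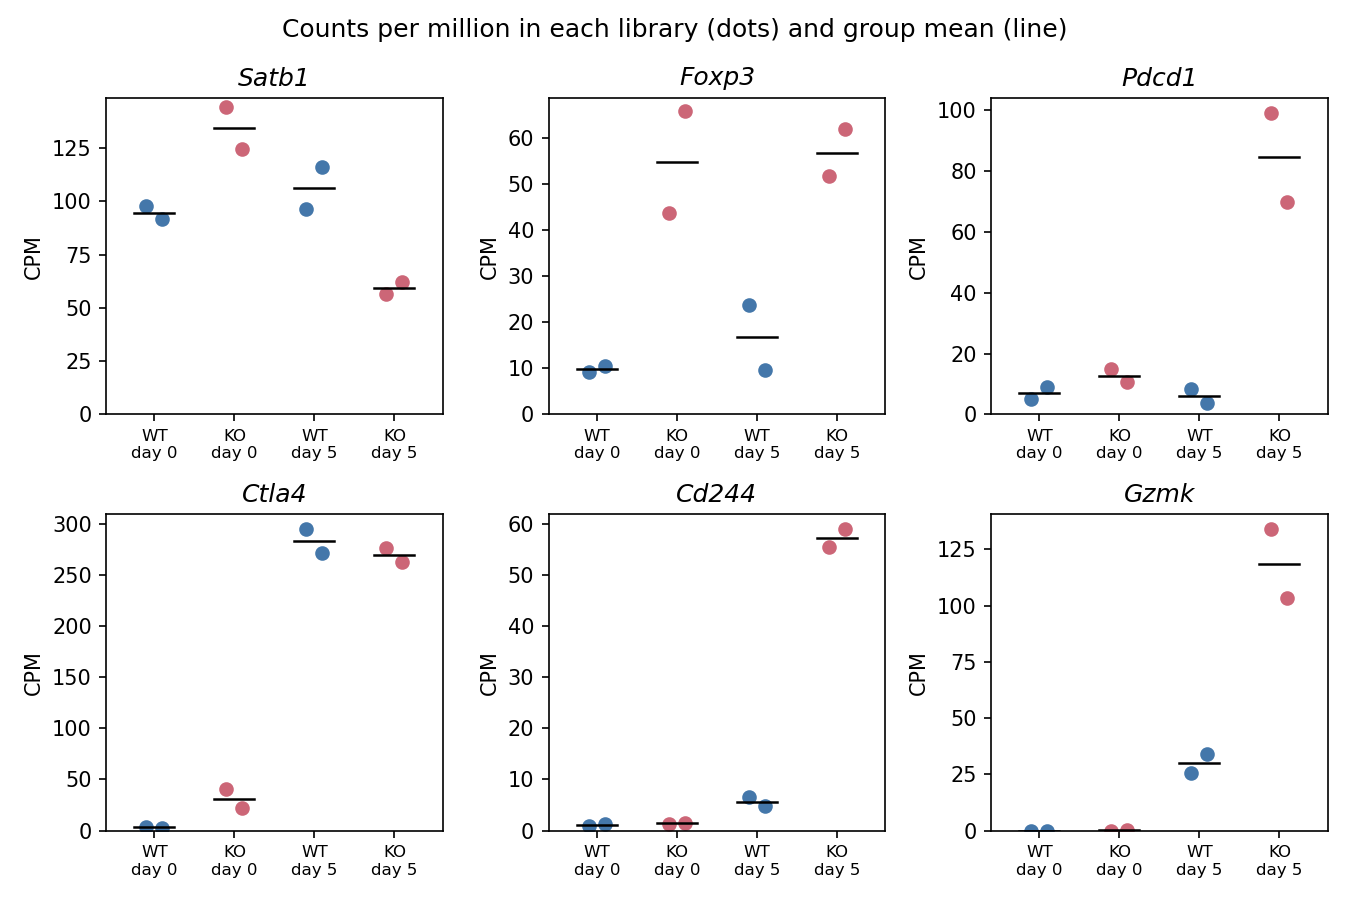
Each panel plots the CPM of 1 gene (vertical axis, linear, from 0) in the 8 libraries, with dots for the 2 replicates of each group and a line at the group mean. *Satb1* is higher in the libraries labelled KO at day 0 (134 against 94.7 CPM) and lower at day 5 (59.4 against 106 CPM), *Foxp3* is higher in them at both days, and *Pdcd1* reaches 84.6 CPM only in the libraries labelled KO at day 5.

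The first comparison asked whether the genotype changed gene expression in cells before culture. At day 0, 227 of 12597 genes were called between the libraries labelled KO and WT, 115 higher and 112 lower, and 149 of them changed at least 2-fold. At an unadjusted p under 0.05 there were 1742. The alternative that raised this number the most was the edgeR exact test, which called 449. The largest increase was in *Car2* (chromosome 3, 14886273 to 14900770), from 9.88 ± 2.47 CPM (SD, n = 2) in WT to 674 ± 1.13 CPM in the libraries labelled KO, a log2 fold change of 6.07 (SE 0.18, FDR 2.16e-09, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Serpina3g* had counts of 1 and 2 in WT and 14.3 ± 7.28 CPM in the libraries labelled KO, at least 21.1-fold higher by the mean. Its replicates labelled KO differed, at 19.5 and 9.18 CPM. *Ctla4* rose by 3.40 on the log2 scale (SE 0.32), *Tcrg-C4* by 3.29 (SE 0.27) and *Serpinb1a* by 2.88 (SE 0.31). Among the decreases, *Ifi204* (chromosome 1, 173747293 to 173766943) had 27.8 ± 0.348 CPM in WT and counts of 2 and 1 in the libraries labelled KO, at least 50.5-fold lower. *Gdpd3* (chromosome 7, 126766334 to 126775649) went from 103 ± 26.6 CPM to 0.991 ± 0.674 CPM, a log2 fold change of -6.91 (SE 0.51). *Gdpd3* shares 13.6% of its exon length with exons of the other strand. The log2 fold changes of *Cxcr5*, *Nacc2* and *Gpr83* were -2.53, -2.36 and -2.08.

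After culture, 205 genes were called between the libraries labelled KO and WT, 165 higher and 40 lower, with 1775 at an unadjusted p under 0.05. The exact test again raised the number the most, to 454 genes, and the offset for GC content and exon length lowered it to 119. *Pdcd1* (chromosome 1, 94038305 to 94052553, minus strand) had the largest increase among named genes, from 6.07 ± 3.14 CPM (SD, n = 2) in WT to 84.6 ± 20.8 CPM, a log2 fold change of 3.75 (SE 0.34, FDR 0.000241, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by *Car2* (3.51, SE 0.32), *Cd244* (3.31, SE 0.25), *Plscr4* (2.96, SE 0.56) and *Nsg2* (2.90, SE 0.51) on the log2 scale. The decreases were led by *Gdpd3* (-5.79, SE 0.59), *Fcgr3*, *Ifi204* (-3.92, SE 0.38), *Ifng* (-2.21, SE 0.47) and *Wdfy1* (-1.59, SE 0.20). *Fcgr3* had 11.6 ± 0.663 CPM in WT and counts of 3 and 3 in the libraries labelled KO, at least 20.4-fold lower. *Ifng* had an FDR of 0.0429, and lost its call under the offset for GC content and exon length (FDR 0.0769) and at equal depth (FDR 0.0508), over a range of 0.000536 to 0.0769 across the alternatives (edgeR or DESeq2, Benjamini-Hochberg).

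The genotype differences of the 2 days overlapped. There were 36 genes called at both days, where 3.69 were expected by chance (Fisher's exact test, two-sided, p = 1.23e-25, odds ratio 13.6). Both lists came from the same fit, which shares each gene's estimate of variation between the days, and genes are not independent. The expected number and the p-value are therefore approximate. All 36 changed in the same direction, 25 higher and 11 lower in the libraries labelled KO. Of the 227 genes called at day 0, 167 had the same sign at day 5, and of the 205 called at day 5, 154 had the same sign at day 0.

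**Figure D2:**
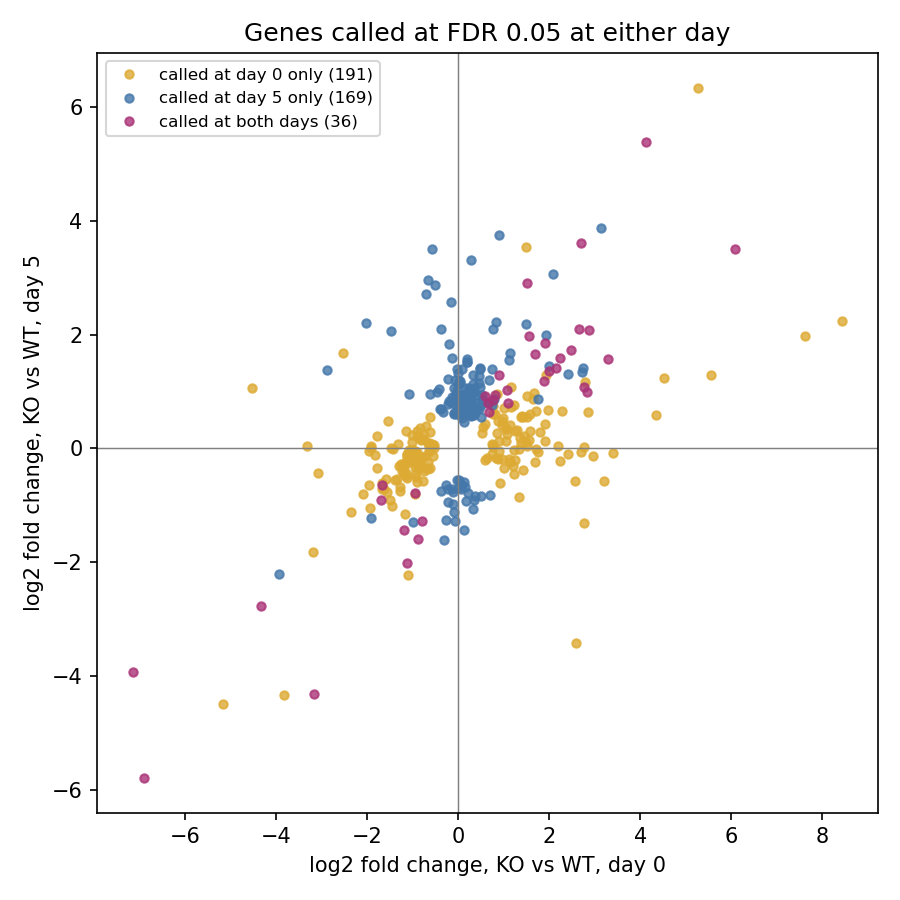
Each dot is a gene called at FDR 0.05 at either day, plotted by its log2 fold change between the libraries labelled KO and WT at day 0 (horizontal axis) and at day 5 (vertical axis). The 191 genes called at day 0 only and the 169 called at day 5 only include genes in all 4 quadrants, and the 36 called at both days fall in the quadrants where both changes have the same sign.

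The 54 tested genes listed in advance covered naive and memory, cytotoxic, inhibitory receptor and regulatory T-cell functions. They also held other discussed genes, among them *Il2*, *Cd8a* and *Pde3b*. At day 0, 6 of the 54 were called over all genes and 11 when adjusted over the list alone. *Ctla4*, *Foxp3*, *Ikzf2*, *Il2* and *Id3* were higher and *Gpr83* was lower. *Foxp3* rose from 9.76 ± 0.904 CPM (SD, n = 2) in WT to 54.8 ± 15.6 CPM (log2 fold change 2.48, SE 0.34, FDR 0.00271, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Foxp3* shares 18.7% of its exon length with exons of the other strand and 18.6% with exons of other genes on its own strand, so its counts are uncertain to that extent. *Il2* had counts of 1 and 2 in WT and a mean of 7.50 CPM in the libraries labelled KO, at least 11.1-fold higher. *Pdcd1* at day 0 had a log2 fold change of 0.91 (SE 0.36) and was not called (FDR 0.273, same test and adjustment in edgeR).

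At day 5, 12 listed genes were called over all genes and 16 over the list alone. Among them, *Pdcd1*, *Cd244*, *Gzmk*, *Gzma*, *Foxp3*, *Il7r*, *Cd160*, *Prf1* and *Cd8a* were higher and *Btla* and *Ifng* were lower in the libraries labelled KO. *Gzmk* rose from 29.9 ± 6.11 CPM (SD, n = 2) to 119 ± 21.6 CPM and *Gzma* from 236 ± 128 CPM to 840 ± 233 CPM, while *Gzmb* was level at 4618 ± 267 and 4264 ± 479 CPM (log2 fold change -0.12, SE 0.11). *Foxp3* remained higher, at 16.7 ± 10.02 CPM in WT and 56.8 ± 7.23 CPM, with a log2 fold change of 1.73 (SE 0.32). *Cd8a*, *Il7r* and *Prf1* lost their calls when only the 4 day 5 libraries were fitted (FDR 0.0593, 0.0543 and 0.0675, edgeR with Benjamini-Hochberg adjustment; over the alternatives the FDR of *Cd8a* ranged from 0.000101 to 0.0593, of *Il7r* from 9.91e-10 to 0.0543 and of *Prf1* from 0.000441 to 0.111). *Prf1* also lost its call with the replicate block (FDR 0.0506) and with the offset for GC content and exon length (FDR 0.111, both edgeR with Benjamini-Hochberg adjustment). Over all genes, *Lef1* and *Pde3b* were not called at either day, with log2 fold changes of -0.23 and 0.57 at day 0 and -0.49 and -0.55 at day 5, nor was *Havcr2* at day 5 (1.27, SE 0.49). *Lef1* at day 5 passed the threshold over the list alone (FDR 0.0229), and *Pde3b* at day 0 without the filter on low counts (FDR 0.0378, with a range of 0.0378 to 0.330 over the alternatives, edgeR or DESeq2 with Benjamini-Hochberg adjustment).

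Of the 3 listed sets tested at each day, the inhibitory receptor set at day 5 passed the threshold. Its 11 tested genes had a median log2 fold change of 0.38, with 8 higher and 3 lower in the libraries labelled KO. They included *Tox*, *Entpd1* and *Cd200*, which are not inhibitory receptors, so the result is not about receptors alone. The camera test of limma gave an FDR of 0.00734 (Benjamini-Hochberg over the 6 set tests). This FDR ranged from 0.00122 to 0.0337 over the 6 alternatives run for the sets. The offset for GC content and exon length, equal depth and DESeq2 were not among them. Without *Pdcd1* and *Cd244*, the genes of the set with the largest increases, the camera p of the remaining 9 genes was 0.134 and their median log2 fold change was 0.37. The naive and memory and the cytotoxic and effector sets had camera FDR of 0.731 and 0.583 at day 5, and the 3 sets had an FDR of 0.986 at day 0.

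Culture changed more genes than genotype. In WT, 6081 genes were called between day 5 and day 0, 3112 higher and 2969 lower, and in the libraries labelled KO 6325 genes were called, 3296 higher and 3029 lower. Same-numbered libraries of the 2 days deviated together to a small extent, with a correlation across genes of their deviations from the group means of 0.118 in WT and 0.228 in the libraries labelled KO. With the replicate number as a block, 5999 and 6291 genes were called. DESeq2 moved the number for WT the most among the alternatives that kept the same fold threshold, to 5387. Scaling by library totals alone shifted the median log2 fold change of all genes by -0.14 in WT and -0.18 in the libraries labelled KO, and the splits became 2668 higher and 3560 lower in WT and 2755 higher and 3936 lower in the libraries labelled KO. With the offset for GC content and exon length they were 2595 higher and 3467 lower in WT and 2796 higher and 3687 lower in the libraries labelled KO. The direction of small changes with culture is relative to that shift. The genes called in both genotypes numbered 4780, of which 4765 changed in the same direction, and the Pearson correlation of the log2 fold changes across genes was 0.906 (genes are not independent replicates).

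The genes with the largest changes in culture were at or near the counting floor on one side. In WT, *Esco2*, *Mt1*, *Trim16* and *Scd1* had no counts at day 0, and *Esco2* reached 215 CPM at day 5, at least 316-fold higher, while *Ifitm1* reached 602 CPM, at least 887-fold higher. *Ccr9* fell from 267 CPM to counts of 3 and 1, at least 370-fold lower, *Dtx1* at least 120-fold and *Xkrx* at least 115-fold. In the libraries labelled KO, *Ifitm2* reached 371 CPM, at least 673-fold higher, *Ifitm1* 1728 CPM, at least 3139-fold higher, and *Pbk* 296 CPM, at least 538-fold higher. *Ccr9* fell at least 529-fold and *Dtx1* at least 151-fold in these libraries.

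The interaction asked whether the genotype difference itself changed between the days. It called 20 genes, 10 with a higher and 10 with a lower KO against WT log2 fold change at day 5 than at day 0, and 1562 genes had an unadjusted p under 0.05. The number moved the most without the filter on low counts, to 154. Under scaling by library totals it was 24, with 9 higher and 15 lower. Of the 20 genes, 13 were called at day 0 only, 6 at day 5 only and 1 at both days. *Satb1* was among them, with an interaction log2 fold change of -1.34 (SE 0.21, FDR 0.0269, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Ctla4* was higher in the libraries labelled KO at day 0 and level at day 5, at 283 ± 16.2 CPM (SD, n = 2) in WT and 269 ± 9.80 CPM, giving an interaction of -3.47 (SE 0.38). *Pdcd1* had an interaction log2 fold change of 2.84 (SE 0.50) and was just outside the threshold (FDR 0.0548, with a range of 1.03e-08 to 0.0853 over the alternatives, edgeR or DESeq2 with Benjamini-Hochberg adjustment). It was called with the replicate number as a block (FDR 0.0367), with the block within genotype (0.00740), at equal depth (0.0373), with library totals (0.0495), without the filter on low counts and with DESeq2, and when edgeR p-values were adjusted by Benjamini-Hochberg over the list alone (0.00172). The interaction of *Foxp3* was not called (-0.75, SE 0.47). Adjusted over the list alone, 17 listed genes had an interaction, against 2 over all genes.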

Values the study reported

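In splenic CD4+ T cells, a population other than the CD8+ cells measured here, the study reported that approximately 200 transcripts changed when *Satb1* was deleted with *Thpok-cre*. In knockout regulatory T cells from tumours, the study reported 30 significantly altered genes, from sequencing of single cells. In sorted regulatory T cells of the spleen it reported fewer. The methods of the study state no threshold for these numbers, so they cannot be set against the numbers of genes called here.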

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

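The tests of explanations in this part were chosen after the results were seen, except for the settings with library totals and with the edgeR 4 form of the test, which were among the alternatives fixed beforehand.

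The genotype difference depended on the day for 20 genes by the interaction test. Among those named, the interaction log2 fold change was 5.58 for *Oit3*, 3.42 for *Tlr2*, 2.46 for *Fam46a*, 2.02 for *Neb* and 1.57 for *Mfsd10*, and it was -4.07 for *Pttg1*, -3.47 for *Ctla4*, -3.15 for *Klrk1*, -2.21 for *Anxa2*, -1.85 for *Tcrg-C2* and -1.34 for *Satb1*. A negative value means a lower KO to WT ratio at day 5, which need not be a smaller difference in CPM. *Anxa2* had 35.0 CPM in WT and 251 CPM in the libraries labelled KO at day 0, and 2539 and 3953 CPM at day 5. *Tcrg-C2* had 3.10 and 22.6 CPM at day 0, and 166 and 329 CPM at day 5. *Ctla4* was level at day 5, and *Pttg1*, *Klrk1* and *Satb1* were then lower in the libraries labelled KO. The fitted value for *Oit3* rests on counts of 1 and 0 in the libraries labelled KO at day 0, and against the floor of 3 counts its interaction is at least 2.76 on the log2 scale. *Pttg1* had 677 and 2148 counts in the replicates labelled KO at day 5, so its mean rests on libraries that differ. Depth was tested by thinning each library to the smallest total, where 20 of the 20 genes were still called. GC content and exon length were tested with an offset per library, where 11 of the 20 were still called. *Mfsd10* (FDR 0.164) and *Tcrg-C2* (FDR 0.0692) were among those that lost their call with the offset. With scaling by library totals 17 of the 20 were still called, *Mfsd10* not among them (FDR 0.0652), and *Tcrg-C2* lost its call with the edgeR 4 form of the test (FDR 0.0507). Over the alternatives the FDR ranged from 0.00413 to 0.164 for *Mfsd10* and from 4.23e-06 to 0.0692 for *Tcrg-C2* (edgeR or DESeq2 with Benjamini-Hochberg adjustment). Across genes, the interaction log2 fold change had a Spearman correlation of 0.333 with GC content. Between replicates of a group that correlation ranged from -0.128 to 0.0484, so the GC relation was larger between groups than within them. For the genes that lost their call the interaction cannot be told apart from a GC or length bias, and that bias may account for part of the list. The biological alternative, a different response to culture in the genotypes, remains a hypothesis. In the simulated data 12 of 56 interaction calls were on unchanged genes with 2-fold changes and 7 of 112 with 3-fold changes. Those data held no change with culture, so the shares need not hold for the 20 genes.

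*Satb1* itself was higher at day 0 and lower at day 5 in the libraries labelled KO. If the genotype labels of one day had been exchanged, genes called at both days would change in opposite directions. Instead 36 of 36 changed in the same direction, which goes against an exchange. Other annotated genes share 284 of the 19027 exon bases of *Satb1*, or 1.49%, too small a share for reads divided with them to give changes of this size. The 4 intronic genes annotated on its strand moved with it, 4 of 4 at both days, by 0.86 to 1.33 at day 0 on the log2 scale. One of the 4, *Gm37248*, named after its values were seen, was called at day 0 (log2 fold change 1.33, FDR 0.0308, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and the other 3 were not. The day 0 rise was 0.35 with the offset for GC content and exon length, which took away part of it, and 0.44 at equal depth. The rise of *Satb1* itself did not pass the threshold over all genes at day 0 (unadjusted p = 0.00434, edgeR quasi-likelihood test). A candidate explanation is that transcription of the floxed locus goes on and even rises while the protein is lost, because deletion of some exons need not lower a count taken over the whole gene. No count by exon was analysed here, so this was not tested.

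Records outside annotated genes were a signal not used by any comparison. They made up a median of 55.3% of uniquely aligned records, from 52.4% to 60.8% per library. Counting by strand of reads that carry no strand would set aside the reads from the other strand of each gene. It would also give genes that lie inside exons of the other strand the read density of the gene they overlap. Over 34 such genes the median ratio of read densities was 0.977, and 22 of them had a ratio of at least 0.25 while 10 had one under 0.05. This is consistent with unstranded reads counted by strand, which would cost about as many reads as were kept. With as many records taken away as were assigned, a median of 11.5% of uniquely aligned records still lay outside genes, from 13.4% to 22.6% at day 0 and from 5.77% to 9.54% at day 5. That remainder may hold intronic reads, but the test cannot separate these from reads between genes. The labels name total RNA and the methods of the study purified mRNA, so the kind of RNA is not settled either. Of the 307 tested genes with at least 50% of their exons inside exons of the other strand, 5 were among the 227 calls at day 0 and 2 among the 205 at day 5. No biological explanation was tested.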

How the results depend on the processing

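The replicate block within genotype, the offset for GC content and exon length, equal depth and the exclusion of genes overlapped on the other strand were chosen after seeing the data. Where a result changed below, the cause was not tested.

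At day 0 the 227 genes became 434 without the filter on low counts, 449 with the exact test and 149 with a 2-fold minimum. At day 5 the 205 became 418, 454 and 89 under the same choices, 314 with DESeq2 and 119 with the GC and length offset. The 2-fold minimum left 3768 of 6081 genes between days in WT and 3901 of 6325 in the libraries labelled KO. The 20 interaction genes became 154 without the filter, 109 with DESeq2, 55 with the replicate block within genotype, 44 at equal depth and 13 with the offset. The same 20 genes were among the calls in the first 4 of these settings, and 11 of them with the offset. The other settings gave counts within a factor of 1.5 of these.

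Listed genes called at day 0 went from 6 to 10 without the filter and 11 when adjusted over the list. For the interaction they went from 2 to 9 without the filter, 7 with DESeq2, 4 with the replicate block within genotype, 4 at equal depth and 17 over the list.

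The labels do not say that same-numbered libraries come from the same animal, and across genotypes at one day their deviations were unrelated (correlation 0.0044 at day 0 and -0.017 at day 5). With the replicate block 216 genes were called at day 0, 215 at day 5 and 29 in the interaction.

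The cytotoxic and effector set, which passed no threshold, changed sign at day 0 without the filter (-0.083) and with at least 5 CPM (-0.089), and at day 5 with at least 5 CPM (-0.068). *Ctla4* at day 5, not called in any alternative, went from -0.07 to 0.054 with the GC and length offset.

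Each leave-one-out fit keeps 1 library in a group, so no test was made. Across the 4 fits per comparison, *Satb1* ranged from 0.39 to 0.64 at day 0 and from -0.96 to -0.70 at day 5. The number of called genes that kept their direction was 227 to 227 at day 0, 205 to 205 at day 5, 6081 to 6081 for culture in WT and 6324 to 6325 in the libraries labelled KO; these genes were selected on the same libraries, so this shows little. The set medians ranged at day 0 from -0.0026 to 0.079 (naive and memory), -0.065 to 0.069 (cytotoxic and effector) and -0.027 to 0.11 (inhibitory receptor), and at day 5 from -0.15 to 0.053, -0.091 to 0.22 and 0.15 to 0.55.

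Of 832 other comparisons of a named gene with an alternative, 813 kept direction and side of the threshold, 11 were weaker, 7 stronger and 1 reversed. Of 352 leave-one-out values for named genes, 28 moved by more than the replicate spread and 2 changed sign, neither of them for a called result.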

Other observations

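The tests for gamma-delta T cells, dividing cells, a shift toward the cultured state and the weight of single genes in the inhibitory receptor set were chosen before their results were seen, and the others in this part after.

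*Foxp3* was higher in the libraries labelled KO at both days, and a few CD4+ regulatory T cells in the sorted cells could give such a rise. Then *Cd4* reads should come with it. In the libraries labelled KO at day 0 there were 7 and 5 *Cd4* counts against 510 and 359 for *Foxp3*, or 0.0138 per *Foxp3* read, below the tenth set as the limit. That limit was set after the counts were seen. A rise of *Foxp3* within CD8+ cells remains as a hypothesis, with the overlap of its exons with other genes as a limit.

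*Tcrg-C2* and *Tcrg-C4*, constant genes of the T-cell receptor gamma chain, were higher in the libraries labelled KO at both days. If gamma-delta T cells in the sort were the source, the delta chain gene *Trdc* should rise too. Its log2 fold change at day 0 was 0.23 (FDR 0.763, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), against 3.29 for *Tcrg-C4*. *Trdc* started from a higher level, with a mean of 70.8 CPM (scaled by library totals) in WT and 83.5 CPM in the libraries labelled KO, against 5.59 and 54.4 CPM for *Tcrg-C4*, so added cells need not give it a large fold change. At day 5 *Trdc* had 35.1 CPM in WT and 23.7 CPM in the libraries labelled KO, while *Tcrg-C4* had 36.1 and 107 CPM. The marker list also held *Tcrg-C1*, itself a gamma constant gene, which rose by 1.72 at day 0. At day 5 *Tcrg-C1* was level (-0.0081, FDR 0.991, same test and adjustment in edgeR). Gamma-delta T cells in the sort and gamma transcription in the CD8+ cells cannot be told apart at day 0, and reads shared among the gamma genes were not tested.

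The genes called at both days may include effects of DNA from another strain that came with the altered allele. None of the 35 placed genes lay within 10 Mb of *Satb1*, where 0.362 were expected (Fisher's exact test, p = 1), too few for the test to speak for or against a segment next to *Satb1*. Among all calls there were 4 at day 0 where 2.33 were expected (p = 0.298) and 2 at day 5 where 2.11 were expected (p = 1), both by Fisher's exact test. On chromosome 1 there were 8 of the genes called at both days where 2.28 were expected (Fisher's exact test, p = 0.00151, adjusted p = 0.0302 by Benjamini-Hochberg over 20 chromosomes). All calls there numbered 26 at day 0 where 14.6 were expected (same test, adjusted p = 0.0776). At day 5 they numbered 23 where 13.3 were expected (same test, adjusted p = 0.186). Neither of these passed the threshold, with the adjustment made within each set of calls. *Fcgr3* and *Ifi204*, near-absent in the libraries labelled KO, lie within a few megabases of each other on chromosome 1, while *Wdfy1* and *Ptpn4* lie far away. *Cd244* (171559193 to 171609746) lies between *Fcgr3* and *Ifi204*, and *Pdcd1* lies between *Scly* and *1810006J02Rik*, which were called at both days. DNA of another strain elsewhere is thus a candidate explanation for part of the calls at both days. It may also reach the day 5 calls of *Cd244* and *Pdcd1*, and cannot be told apart from an effect of the deletion. *Scly* overlaps a further gene in the list, so the 8 are not all independent.

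The day 5 calls were mostly increases, 165 of 205. The log2 fold change at day 5 had a Spearman correlation of 0.305 with GC content across genes, and with the GC and length offset 110 of the 205 genes were still called, 89 of its 119 calls being increases. The calls that were lost may reflect GC content. An offset can also take away real changes shared by genes of similar GC content, and the test cannot separate the 2.

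A partial shift of day 0 cells toward the cultured state was tested with separate WT day 0 libraries in the genotype and the culture effect. Across 12597 genes the correlation was 0.0278 and 0.0634 for the 2 ways to divide the libraries (mean 0.0456), below the limit of 0.1 set beforehand. Over the 227 called genes it was 0.297 and 0.291, a value that is not independent of their selection. *Mki67* and *Top2a*, markers of dividing cells, were not called at day 0 (smaller FDR 0.778, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Mki67* had a log2 fold change of 0.46 from WT counts of 24 and 4, too few to show a moderate rise, and *Top2a* one of -0.12. *Pttg1*, a gene of mitosis, had 22.5 CPM in WT and 152 CPM in the libraries labelled KO at day 0. In WT at day 5 it had 660 CPM. Scaled by library totals, *Top2a* had 20.7 CPM in WT and 18.3 CPM in the libraries labelled KO at day 0. *Mki67* had 2.72 and 4.58 CPM. In WT at day 5 *Top2a* had 2357 CPM and *Mki67* 532 CPM, so dividing cells behind the *Pttg1* rise should lift both. These values argue against dividing cells as the source of that rise. A smaller difference in dividing cells is not ruled out.

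The inhibitory receptor set at day 5 was tested again without *Pdcd1* and *Cd244*. The camera p was then 0.134, and the median log2 fold change went from 0.38 over 11 genes to 0.37 over 9. Leaving out the genes with the largest change weakens any such test, so it does not tell whether these genes carry the set.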
